A study of Homo sapiens with 3 samples (transcriptomic, total RNA). Its data were reported in "Architecture of epigenetic reprogramming following Twist1-mediated epithelial-mesenchymal transition" (2013).

How the data were processed

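RNA was profiled in HMLE cells, an immortalised line of human mammary epithelial cells, by sequencing of total RNA on the SOLiD platform. The 3 samples were labelled as untransfected parental cells in monolayer culture, cells expressing the transcription factor Twist1 in monolayer culture, and Twist1 cells grown as spheres, a culture without attachment. The methods of the paper describe the control RNA as coming from vector cells, so which control was sequenced is not certain. Groups were taken from the sample labels. Each group held 1 sample, so there were no replicates and no pairing of samples.

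The authors extracted RNA with Trizol, prepared libraries with a total RNA kit, and mapped the reads to the hg19 genome and to exon junctions with the ABI Bioscope pipeline at its default settings. They kept only tags that matched over their full length and left out reads with several map positions. The deposited values are raw tag counts per RefSeq transcript, made by the authors without normalization for depth or transcript length. Whether duplicate reads were removed was not stated. In their own comparison the authors scaled samples so that the maximum of the histogram of expression ratios meant no change. That scaling is not in the count tables, and it was computed again here from the counts.

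All 3 tables held the same 36296 rows, of which 31347 had an NM identifier (mRNA) and 4949 an NR identifier (noncoding RNA). Of the 32471 rows with a tag, 8896 (27.4%) shared all 3 of their counts with at least 1 other row. Some of them may hold tags counted for several transcripts of the same gene. Others are rows with few tags that may share counts by chance, so the 27.4% does not measure shared tags alone. The tables gave no gene symbols, coordinates or transcript lengths, and the reference annotation available here had no RefSeq identifiers. Rows are therefore named by identifier only, and no check of GC content or length was possible. Genes with near-identical copies elsewhere in the genome are uncertain, because reads with several map positions were dropped before counting.

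For each comparison the log2 ratios of rows with at least 50 tags in both samples were smoothed with a Gaussian kernel of width 0.1, and the maximum of the curve was taken as no change. The log2 ratio of each row was computed from scaled counts with a pseudocount of 1, which understates the change of rows with few tags. Rows past 4-fold were counted in each direction, and past 9-fold for Twist monolayer against parental. Each row with a tag in either sample was also tested with an exact binomial test of the 2 counts against the share set by the scaling, with Benjamini-Hochberg adjustment and a threshold of 0.05. This test covers only the sampling of independent tags. Variation between cultures or between libraries was not measured, and edgeR's quasi-likelihood test could not be fitted without replicates. The standard error given with a log2 ratio is the sampling error of the 2 counts, with 0.5 added to each. To gauge sampling noise further, the tags of each row were redrawn 20 times with no true change, and rows past 4-fold were counted again.

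Before the main run the scripts were tested on simulated counts with 200 rows changed by known factors. The changed rows had a mean of at least 100 tags and factors well past 4-fold, and the counts had Poisson noise only. All 200 were recovered in each of the 3 comparisons, with at most 1 false call. Among unchanged rows from 3.78% to 4.15% had a binomial p-value under 0.05. With these settings recovery was close to certain, and it does not speak for changed rows with few tags or for variation between libraries. Shares of tags and of rows are given with 95% Wilson binomial intervals, which treat the tags or rows as independent. The smallest share a sample could show was set at 3 tags of its total, which was 5.5e-06% in the parental and the sphere sample and 9.0e-06% in the Twist monolayer sample.

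The grouping, the tests, the rule for named rows and 12 alternatives were fixed before the count tables were opened. The rule took, for each comparison and direction, the 5 rows with the largest log2 ratio among rows with at least 100 tags in 1 of the 2 samples and an adjusted p-value under 0.05. The 12 alternatives were scaling by total tags, TMM scaling, median-of-ratios size factors, no scaling, loess on abundance (span 0.3), pseudocounts of 0.1 and 5, minimums of 10 and 50 tags, and thresholds that also required the binomial test or edgeR's exact test with an assumed coefficient of variation of 0.2 or 0.4. Another 4 alternatives were chosen after seeing the data: rows with the same 3 counts counted once, NM rows only, parental and sphere tags thinned to the monolayer total, and a kernel width of 0.4. A list of genes discussed in the study, medians of marker gene panels and a count of 1 row per gene symbol had also been planned. They were not run, because no table linked the identifiers to symbols. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.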

Results

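Tag counts per RefSeq transcript were available for HMLE parental cells, HMLE Twist cells in monolayer and HMLE Twist cells in sphere culture, with 1 sample in each group (no replicates). The total was 54219180 tags in the parental sample, 33417128 in the Twist monolayer sample and 54267737 in the sphere sample. These totals are sums over rows, so a tag counted for several transcripts enters more than once. At this depth 30909 of the 36296 rows had at least 1 tag in the parental sample, compared with 29527 in the Twist monolayer sample and 29158 in the sphere sample. The median row had 247, 155 and 264 tags, in the same order. No tag was found in any sample for 3825 rows. Lack of depth was not separated from other reasons, such as the dropping of reads with several map positions.

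The share of tags in noncoding (NR) rows differed between the samples. It was 12.31% (95% Wilson interval 12.30% to 12.31%) in parental cells, 10.42% (10.41% to 10.43%) in Twist monolayer cells and 19.62% (19.60% to 19.63%) in spheres. These intervals treat each counted tag as independent, and no replicate gives the spread between cultures. Some tags may be counted in both mRNA and noncoding rows. NR_036634 and the mRNA NM_003243, for instance, both had 194, 3709 and 7045 tags in parental, monolayer and sphere cells. To that extent the shares hold repeated tags, and the intervals are too narrow as a measure of tag sampling. The 10 rows with the most tags held 2.45% of all tags in parental cells, 2.5% in Twist monolayer cells and 5.64% in spheres. The most abundant row was NM_001190702 in the parental sample (259129 tags) and in the Twist monolayer sample (121822 tags). In the sphere sample it was NR_002563, with 569162 tags or 1.05% of the total, against 0.3% in parental and 0.24% in Twist monolayer cells.

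Twist monolayer cells were first compared with parental cells, to ask how expression differs once Twist1 has induced an epithelial-mesenchymal transition in the same type of culture. The ratio that meant no change was 0.607, and it differed by 1.5% from the ratio of total tags. Across the 20686 rows with at least 50 tags in both samples, the counts had a Spearman rho of 0.883 (across transcripts, which are not independent replicates). Expression was more than 4-fold higher in Twist monolayer cells for 2064 rows (5.69%) and more than 4-fold lower for 2574 rows (7.09%). Changes past 9-fold were seen for 810 rows upward and 1302 rows downward. Redrawing the tags with no true change gave 63.2 ± 7.5 rows up and 159.8 ± 13.4 rows down past 4-fold (SD, 20 redraws). An adjusted p-value under the threshold in the exact binomial test was also met by 1900 of the rows that rose and 2039 of those that fell. The call counts depended on the variation assumed between cultures: when edgeR's exact test with an assumed coefficient of variation of 0.4 was also required, 921 rows rose and 1241 fell.

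Among rows with at least 100 tags in 1 of the samples, the largest rise was that of the mRNA NM_004080, from 7 tags in parental to 1376 in Twist monolayer cells, a log2 ratio of 8.1 (sampling standard error 0.53, no replicates). NM_145695 followed with 5 and 997 tags (log2 ratio 8.03). The next 3 rows, NM_005647, NM_001139466 and NM_001139468, each had 5 tags in parental cells and 828, 823 and 816 in Twist monolayer cells. The largest fall was that of NM_002965, from 1640 to 3 tags (log2 ratio −8.04, sampling standard error 0.77). NM_024539 went from 257 tags to none (log2 ratio −7.65), NM_175834 from 248 to none (−7.6), and NM_198275 from 232 to none (−7.51). For NM_005447 the counts were 512 and 1, a log2 ratio of −7.45 with an adjusted p-value of 1.8e-102 in the exact binomial test.

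**Figure D1:**
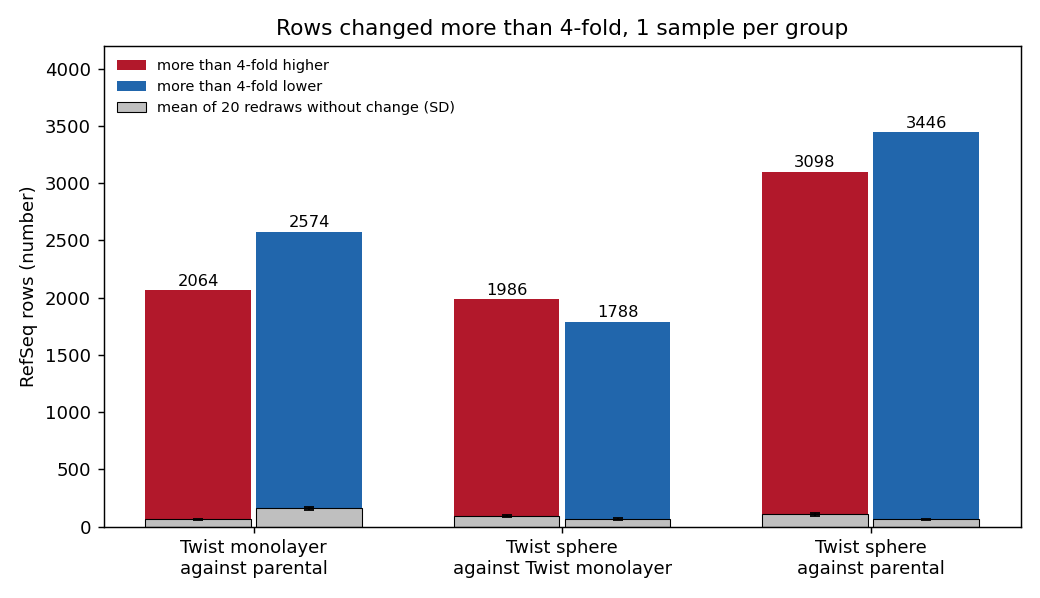
Number of RefSeq rows (vertical axis) changed more than 4-fold in each comparison, with red bars for rows higher and blue bars for rows lower in the first-named sample. Grey bars give the mean and SD of 20 redraws of the tags with no true change, which reach at most 159.8 rows, while the observed counts run from 1788 to 3446.

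The effect of sphere culture was examined by comparing Twist spheres with Twist monolayer cells. For this pair the ratio that meant no change was 1.404, whereas the ratio of total tags was 1.624, a difference of 15.6%. The counts of the 21025 rows with at least 50 tags in both samples had a Spearman rho of 0.919 across transcripts. In spheres 1986 rows (5.47%) were more than 4-fold higher and 1788 rows (4.93%) more than 4-fold lower than in monolayer. The redraws gave 94.8 ± 9.5 rows up and 63 ± 8.9 rows down (SD, 20 redraws). The exact binomial test left 1845 of the rows that rose and 1421 of those that fell. Falls were concentrated in rows with few tags: 788 of the 1788 rows had fewer than 10 tags in both samples and 984 had no tag in 1 of them, while 166 of the 1986 rows that rose had fewer than 10 tags. When at least 50 tags in 1 sample were required, 1097 rows rose and only 247 fell. Among rows with at least 50 tags in both samples, the median log2 ratio was 0.245 for the 1840 NR rows and 0.066 for the 19185 NM rows.

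The largest rise in spheres over monolayer was that of the mRNA NM_080657, with 15 tags in monolayer and 5073 in spheres (log2 ratio 7.83, sampling standard error 0.37, no replicates). In parental cells this row had 46 tags. NM_199139 and NM_017523, which had the same counts in all samples, went from no tag to 232 (log2 ratio 7.62). NM_013992 and NM_013953 went from no tag to 196 each (log2 ratio 7.38). In the other direction NM_001202233 had 118 tags in monolayer and none in spheres (log2 ratio −7.14, sampling standard error 2.04). Its adjusted p-value of 2.0e-44 in the exact binomial test was the largest among all named rows. NM_033023 and NM_002607 each fell from 226 tags to 3 (log2 ratio −6.25), NM_001161707 from 135 to 3 (−5.51) and NM_025015 from 248 to 8 (−5.25).

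**Figure D2:**
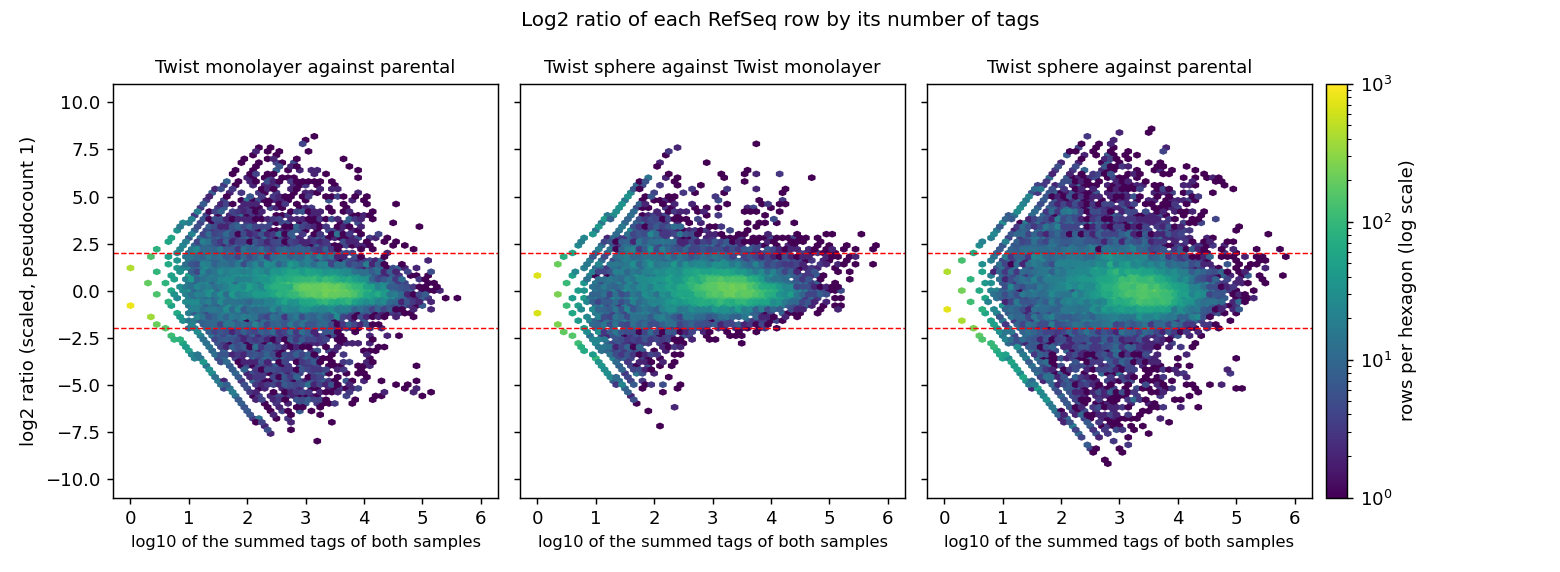
Scaled log2 ratio of each RefSeq row (vertical axis, pseudocount 1) against the log10 of its summed tags in both samples (horizontal axis), with colour for the number of rows per hexagon on a log scale and dashed lines at 4-fold. In the middle panel, spheres against monolayer, few rows with many tags lie under the lower line: only 247 of the 1788 rows below it had at least 50 tags in 1 of the samples.

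Twist spheres were also compared with parental cells, a contrast in which both Twist1 and the type of culture differ. The ratio that meant no change was 0.94 and differed by 6.5% from the ratio of total tags. The Spearman rho of the counts was 0.816 across the 21146 rows with at least 50 tags in both samples, the lowest of the 3 comparisons. More than 4-fold higher expression was found for 3098 rows (8.54%) and more than 4-fold lower expression for 3446 rows (9.49%). These included 2976 and 2993 rows that also passed the exact binomial test. With no true change the redraws gave 108.0 ± 12.2 rows up and 62.7 ± 6.7 rows down (SD, 20 redraws). A minimum of 50 tags in 1 sample lowered the falls to 1762 rows and the rises to 2197.

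NM_178011 rose most, from 9 tags in parental cells to 572 in Twist monolayer cells and 3496 in spheres (log2 ratio of spheres to parental 8.54, sampling standard error 0.47, no replicates). NM_057168 had 2 tags in parental cells and 970 in spheres (log2 ratio 8.41), NM_024007 had 8 and 2875 (8.4), and NM_016087 had 2 and 938 (8.36). The noncoding row NR_037883 had no tag in parental cells, 158 in Twist monolayer cells and 277 in spheres. NM_002587 fell most, from 590 tags in parental cells to 2 in Twist monolayer cells and none in spheres (log2 ratio −9.16, sampling standard error 2.04). NM_032420 went from 526 tags to none (log2 ratio −9.0), NM_020335 from 395 to none (−8.58), NM_001130852 from 366 to none (−8.47) and NM_207006 from 1118 to 2 (−8.47).

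Whether the changes seen with Twist1 were shared by both culture conditions was addressed by overlapping the rows past 4-fold against parental cells. Of the 2064 rows up in Twist monolayer cells, 1355 were also up in spheres (65.6%, 95% Wilson interval 63.6% to 67.7%). Of the 2574 rows down in Twist monolayer cells, 1903 were also down in spheres (73.9%, 72.2% to 75.6%). Both contrasts use the same parental sample, so part of the overlap follows from the shared reference. The size of that part was not estimated, so these shares do not measure sharing between the cultures alone. The intervals treat rows as independent and are too narrow where rows share tags. With rows of the same 3 counts counted once, the shares were 74.0% (up) and 71.4% (down), outside these intervals. The median log2 ratio of the rows up in monolayer was 2.89 there and 2.91 in spheres, and that of the rows down was −3.2 and −3.13. A change past 4-fold in the opposite direction in spheres was found for 33 of the rows up and 52 of the rows down. Compared with monolayer, 435 of the rows up (21.1%) moved back past 4-fold in spheres and 161 (7.8%) moved further, and for the rows down these were 455 (17.7%) and 174 (6.8%). Of the rows down, 958 had no monolayer tag and could not move further. A further 1743 rows were up and 1543 rows down against parental cells in spheres only. Both shares were 80.7% among rows with at least 50 tags in 1 of the samples compared.

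The samples also differed in the number of rows with few tags. Between 3 and 10 tags were counted for 2841 rows in the parental sample, 2755 in the Twist monolayer sample and 1540 in the sphere sample, although the parental and sphere totals were nearly equal. Rows with 1 or 2 tags numbered 2243, 2028 and 2064, and rows with 11 to 50 tags numbered 3224, 3400 and 2792, in the same order.

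**Figure D3:**
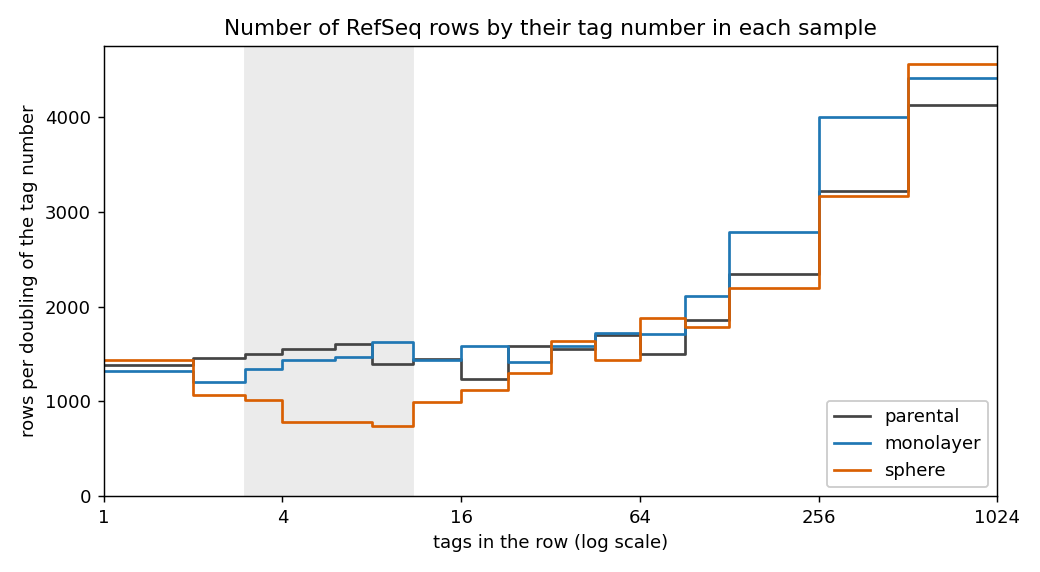
Number of RefSeq rows per doubling of the tag number (vertical axis) against the tag number of the row on a log scale (horizontal axis), with 1 line per sample and the range of 3 to 10 tags shaded. The sphere line runs below the other lines in the shaded range, where 1540 rows were counted against 2841 in parental and 2755 in Twist monolayer cells.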

Values the study reported

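For the transition from monolayer to mammosphere culture of HMLE Twist cells, the study reported that 849 of 33,004 genes (2.6%) rose by over 4-fold and that 737 of 33,004 genes (2.2%) fell by over 4-fold. The study also stated that scaling by the histogram maximum and scaling by total tags differed by less than 10%.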

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

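Across 16 alternatives, 111 of the 154 values for the 10 main results stayed within 1.5 times the reported count or inside the confidence interval of the reported share, and 43 did not. That interval treats rows as independent and is too narrow where rows share tags. The shares were not computed for the thresholds that also required a test. None of the 10 was unchanged everywhere, but none moved with scaling by total tags, TMM, size factors, the binomial test, NM rows only, thinned tags or the kernel width of 0.4. The 30 named rows kept their direction in all 210 recomputed log2 ratios, which were at least 4.45 in size. These ratios were recomputed for the other scalings, loess and the pseudocounts only. They do not show whether the named rows would pass edgeR's exact test with an assumed coefficient of variation.

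Results are given below as Twist monolayer against parental (first), spheres against monolayer (second) and spheres against parental (last). With pseudocount 0.1, falls in the first rose to 4096, the second had 3077 rises and 2895 falls, the 9-fold counts were 1766 up and 2529 down, and the shared rows were 59.8% (up) and 71.1% (down). With pseudocount 5, the first had 1292 rises and 1591 falls, falls in the second dropped to 621 and in the last to 2238, the 9-fold counts were 495 and 826, and the shares 76.7% and 79.5%. A minimum of 50 tags gave 1092 rises and 1417 falls in the first, 1097 and 247 in the second, 1762 falls in the last, and shares of 80.7% both ways. A minimum of 10 tags gave 1000 falls in the second and shares of 72.7% and 76.9%. These settings act only on rows with few tags, so such rows could account for the moves: ratios with a count near 0 depend on the pseudocount.

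An assumed coefficient of variation of 0.4 in edgeR's exact test left 921 rises and 1241 falls in the first, 581 and 310 in the second, and 1987 and 1976 in the last. At 0.2, only falls in the second moved, to 1037. Without scaling, the first had 1304 rises and 493 past 9-fold, and the shares were 73.4% and 65.5%, since the Twist monolayer total was the lowest. Loess on abundance gave 2729 falls in the second and 1227 rises past 9-fold in the first. Which rows caused these moves was not tested. Rows with the same 3 counts counted once left 1673 falls in the first, 1065 in the second and 2255 in the last, with shares of 74.0% and 71.4%. Repeated counts thus made up more of the falls than of the rises. Chance ties between rows with few tags may be part of this.

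The alternative with 1 row per gene symbol, and all alternatives for the marker panels, were not run because no table linked RefSeq identifiers to symbols. With 1 sample per group, leaving out a replicate and other splits of the samples were not possible. Ratios of rows with few tags are the least precise, and 788 of the 1788 falls in the second had fewer than 10 tags in both samples. The difference in total tags itself had little effect: 1647 falls were left after thinning to equal totals.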

Other observations

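The share of rows more than 4-fold higher in spheres than in monolayer was 5.47% here (1986 rows). That is higher than the value quoted from the study above. The share more than 4-fold lower was 4.93% (1788 rows). That too is higher than the value quoted from the study. Total tags and the histogram maximum differed by 15.6% for spheres against monolayer. That is above the bound quoted from the study, while the other comparisons, at 1.5% and 6.5%, are within it. The rows here are RefSeq transcripts, while the study speaks of genes and of tags mapped to RefSeq genes. Whether its units were single genes or RefSeq entries is not clear. The minimum number of tags the study required is not known either. No alternative reproduced both quoted counts. A minimum of 50 tags gave 1097 rises and 247 falls, pseudocount 5 gave 1351 rises and 621 falls, and counting rows with the same 3 counts once gave 1412 rises and 1065 falls.

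Predictions for the tests below were written before each test was run, except for those on rows with 3 to 10 tags, on rows moving back past 4-fold and on the resampled histogram maximum, which were written after those patterns had been seen. The first test asked whether sampling noise could account for the rows past 4-fold. On average 223.1 of 4638 rows (4.8%) were past 4-fold by redrawing alone for Twist monolayer against parental, 157.8 of 3774 (4.2%) for spheres against monolayer and 170.6 of 6544 (2.6%) for spheres against parental. Sampling of independent tags therefore gave only a small part of the counts. Without replicates this leaves differences between libraries and between cultures unseparated from an effect of Twist1 or of spheres.

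Fewer rows had a tag in Twist monolayer cells than in parental cells, by 1382. With the parental tags thinned to the monolayer total, 30185 rows had a tag, and the gap was 658. Lower depth may thus account for part of the difference, while the 658 rows remained at an equal total of tags in this thinning. Neither the prediction for depth as the whole cause nor the prediction for depth as a minor cause was met. The sphere sample, thinned in the same way, had 28473 rows with a tag, which is fewer than in monolayer at the same total of tags. Noncoding rows held 19.62% of the sphere tags and 10.42% of the monolayer tags. Equal totals therefore left fewer sphere tags for the mRNA rows, and this may account for part of that difference.

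Total tags and the histogram maximum gave scalings that differed by 0.21 on the log2 scale for spheres against monolayer. Computed over NM rows only, the gap was 0.068, so the larger share of noncoding RNA in spheres may explain a large part of it. The histogram maximum is itself uncertain. The maxima of the 2 steps, from parental to monolayer and from monolayer to spheres, summed to −0.23 against −0.09 for the direct comparison, a mismatch of −0.14. The mismatch was −0.06 with a kernel width of 0.2 and −0.01 with 0.4, where the gap for spheres against monolayer was 0.18 and 0.15. Over 200 resamplings of the rows, the gap had a 95% range of 0.174 to 0.25, a span of 0.075. This span is too narrow to the extent that transcripts share tags. The choice of kernel thus moved the gap without removing it, and the 15.6% given for this comparison depends on that choice. Leaving out the 20 rows with the most tags left a gap of 0.143, more than the prediction for a few dominant rows allowed. The rise in noncoding RNA was concentrated but not confined to 10 rows. Of the 1707 NR rows with a rise in share, the 10 with the largest rise carried 36.4% of the summed rises, and 21 rows carried 50%. Without those 10 rows the NR share still went from 9.04% in monolayer to 14.48% in spheres. Whether the rise arose in the cells or in the preparation of the library was not tested and cannot be decided without replicate libraries.

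The scarcity of rows with 3 to 10 tags in spheres (1540, against 2841 in parental cells at nearly the same total of tags) deserves a second look. One hypothesis is that the sphere tags come in clumps, for instance when fewer distinct molecules were amplified more, so that a weakly expressed transcript has either no clump or many tags. This predicts gaps within abundant transcripts too. Neighbouring rows of at least 100 tags with nearly equal counts, presumably transcripts of one gene, differ by the tags on a few exons. Among such pairs that differed by 1 to 30 tags, the difference was 2 to 10 tags for 36.6% in spheres (95% Wilson interval 34.4% to 38.9%, 1723 pairs). The figure was 48.2% in parental cells (46.3% to 50.1%, 2630 pairs) and 49.2% in Twist monolayer cells (47.3% to 51.1%, 2581 pairs). Whether a loss of weakly expressed genes would leave the pair differences unchanged was not tested. They were not computed for simulated clumps either, so the pairs do not separate clumps from such a loss. In a simulation, the parental tags were thinned to 1 in 10 and regrown with a mean of 10 tags for each kept tag. This left 1070 rows with 3 to 10 tags, which is fewer than in spheres but within the 1.5 times set as the criterion, and 2069 rows more than 4-fold below the original parental counts. The clump size of 10 was chosen after the gap had been seen, and the outcome depends on it: clumps of 3 tags left 2613 such rows and clumps of 30 left 0. With clumps of 10 only 2 rows had 1 or 2 tags, whereas spheres had 2064, so uniform clumps do not describe the sphere sample. A mixture of clumps and single tags was not simulated.

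If clumping is present, sampling error in the sphere sample is larger than the binomial test assumes, and many falls of rows with few tags in spheres may be gaps between clumps. Only 310 of the 1788 falls against monolayer remained when edgeR's exact test with an assumed coefficient of variation of 0.4 was also required. However, only 581 of the 1986 rises remained too, and 1976 of the 3446 falls in spheres against parental cells were kept. At 0.4 the drop is therefore not specific to falls in spheres. At an assumed 0.2 it was larger for those falls against monolayer. There 1037 of the 1788 falls remained, against 1752 of the 1986 rises and 2846 of the 3446 falls against parental cells. Falls against monolayer also held more rows with few tags than the rises did, so neither setting by itself speaks for clumps. A biological loss of weak transcripts in spheres is not excluded, and both could occur together. Reads with their start positions would show whether tags pile up at the same position.

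Changes with Twist1 in monolayer and changes from monolayer to spheres showed no monotone trend across the 20404 rows with at least 50 tags in all samples. The Spearman rho was −0.014. It does not exclude other kinds of relation, and rows with fewer tags in any sample were left out. When the monolayer tags were split so that each ratio used separate tags, rho was −0.006. Of 2092 rows chosen as changed in monolayer, with at least 50 tags in all samples or 100 in parental or monolayer cells, 49.2% were further from parental cells in spheres. With rows chosen and measured on separate parts of the tags the figure was 51.5% of 2073 rows. Both figures are close to 50%, so there was no clear tilt over both directions together. However, the scalings of the 2 ratios compared carry the mismatch of −0.14 given above. It acts in opposite ways on rows up and rows down, so the pooled figures could hide a tilt within a direction. That was not tested.

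Over all rows past 4-fold in monolayer, however, a move back past 4-fold in spheres was more frequent than a move further, with 890 of 4638 rows (19.2%) against 335 (7.2%). For rows down, part of this was fixed by the floor of the counts. A row with no monolayer tag, as for 958 of the 2574 falls, could rise past 4-fold but not fall further. With rows chosen on one part of the monolayer tags and measured on the other, the shares were 15.2% and 8.9% of 4389 rows, so selection on chance counts may account for part of the excess but not all of it. Among rows with at least 50 tags in parental or monolayer cells, chosen and measured in the same way, 9.5% moved back and 8.4% moved further (2514 rows). The directions differed there: of the rows down, 195 (13.6%) moved back and 159 (11.1%) moved further, while of the rows up 43 (4.0%) moved back and 52 (4.8%) moved further. Most of the excess over all rows thus lay in rows with few tags in both samples, and a smaller excess remained among the filtered rows down in monolayer. Those rows can pass the filter on their parental tags alone. NM_005447, for instance, had 512 tags in parental cells, 1 in monolayer and 37 in spheres. The remaining excess is therefore not free of rows with few monolayer tags. Whether that remainder differs between directions was not tested. In rows with few tags, the floor for rows down, clumped tags in the sphere library or a partial return of weak transcripts could all contribute.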
